# Isogenic mice exhibit sexually-dimorphic DNA methylation patterns across multiple tissues

**DOI:** 10.1186/s12864-017-4350-x

**Published:** 2017-12-13

**Authors:** Helen McCormick, Paul E. Young, Suzy S. J. Hur, Keith Booher, Hunter Chung, Jennifer E. Cropley, Eleni Giannoulatou, Catherine M. Suter

**Keywords:** Epigenetics, DNA methylation, Sexual dimorphism, Gender, Tissue-specific methylation, RRBS

## Abstract

**Background:**

Cytosine methylation is a stable epigenetic modification of DNA that plays an important role in both normal physiology and disease. Most diseases exhibit some degree of sexual dimorphism, but the extent to which epigenetic states are influenced by sex is understudied and poorly understood. To address this deficit we studied DNA methylation patterns across multiple reduced representation bisulphite sequencing datasets (from liver, heart, brain, muscle and spleen) derived from isogenic male and female mice.

**Results:**

DNA methylation patterns varied significantly from tissue to tissue, as expected, but they also varied between the sexes, with thousands of sexually dimorphic loci identified. The loci affected were largely autonomous to each tissue, even within tissues derived from the same germ layer. At most loci, differences between genders were driven by females exhibiting hypermethylation relative to males; a proportion of these differences were independent of the presence of testosterone in males. Loci harbouring gender differences were clustered in ontologies related to tissue function.

**Conclusions:**

Our findings suggest that gender is underwritten in the epigenome in a tissue-specific and potentially sex hormone-independent manner. Gender-specific epigenetic states are likely to have important implications for understanding sexually dimorphic phenotypes in health and disease.

**Electronic supplementary material:**

The online version of this article (doi: 10.1186/s12864-017-4350-x) contains supplementary material, which is available to authorized users.

## Background

Sexual dimorphism, in which the two sexes exhibit different characteristics, affects a range of traits in animals. Almost all human diseases exhibit some component of sexual dimorphism, which can manifest as differences in disease incidence, age of onset, or severity of symptoms [1]. The discordance cannot be completely explained by genetic (i.e. sex chromosome) differences or the actions of sex hormones [2]. Despite increasing efforts in understanding the epigenetic contribution to complex disease [3], the contribution of epigenetic factors (such as DNA methylation) to sexual dimorphism is relatively underexplored.

There is evidence for gender differences in DNA methylation in various tissues in eutherian mammals. Unsurprisingly, the majority of differentially methylated loci occur on the X-chromosome, where they are hypermethylated in females relative to males [4]. However, sex-specific methylation also occurs on autosomes. A recent meta-analysis of Infinium 450 K array data from 76 individual studies identified gender-specific methylation at about 200 autosomal CpG sites in peripheral blood [4]. Gender-specific methylation differences have also been reported using 450 K array in human prefrontal cortex [5], saliva [6], and pancreatic islets [7], and by reduced representation bisulphite sequencing (RRBS) in mouse liver [8]. A notable recent study used RRBS to find gender-specific methylation at 160 autosomal loci in mouse liver [9]. In this study, a bias towards hypomethylation in males was dependent on testosterone exposure during puberty, which was coincident with loss of methylation. This study suggests that there is an interaction between sex hormones and epigenetic marks, but whether gender-specific marks might exist independent of hormonal or other postnatal factors is unknown.

Given that the bulk of de novo DNA methylation in mammals takes place during the very early stages of embryogenesis, it is possible that at least some gender methylation differences are specified early in development, or are even innate. Such gender differences would be consistent across different tissues, possibly even tissues derived from different germ layers. Here we have explored this possibility by performing RRBS on male and female mouse tissues derived from each of the three germ layers: liver (endoderm), heart (mesoderm), and brain (ectoderm). We find sexually dimorphic, differentially methylated loci in all tissues. By combining our analyses with publically available data, we find that in the liver, a proportion of loci exhibit gender-specific methylation in the absence of testosterone. Very few gender-specific differences are shared among tissues, even those from the same germ layer.

## Results

### Gender is predicted by DNA methylation patterns in the mouse liver

We generated snapshots of genome-wide cytosine methylation patterns with reduced representation bisulphite sequencing (RRBS). RRBS captures only ~1% of the mammalian genome, but the captured fraction is highly enriched for functional regions such as CpG islands, shores, and other gene regulatory elements. Here we used an enhanced RRBS protocol to produce methylomes from the livers of six female and six male isogenic C57BL/6 J mice. 

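Enhanced RRBS cuts genomic DNA with restriction enzymes, converts unmethylated cytosines with bisulphite and reads the methylation of the CpGs near the cut sites. The liver data came from 6 male and 6 female mice of the inbred C57BL/6J strain at 24 weeks of age, with 1 library per mouse. A sequencing service prepared, sequenced and mapped the libraries with proprietary methods, and the aligner is not named in the paper's text. The authors reformatted the resulting CpG calls and used methylKit version 0.99.2 to combine them in tiles of 100 bp, keeping what was covered by more than 10 reads in each replicate sample and lay below the 99.8th percentile of coverage. Their deposited liver table gives the chromosome, start and end of each tile and 12 columns of methylation levels between 0 and 1, without read counts. These columns carry running numbers that match no mouse, so that none of them could be given a gender, and no methylation level of the deposited table was used. The depth behind each tile is therefore unknown beyond the minimum the authors set, and male and female levels were not compared anew. The tile positions of the deposited table were used together with the differentially methylated tiles (DMTs) listed in Table S1, whose differences, p-values and q-values are the paper's and whose positive differences mark higher methylation in females. Tile positions were read as mm10, the build of the gene table that the paper's methods name. Of the liver tiles, 99.8% contained at least 1 CpG in the mm10 sequence, against 55.2% when the same tiles were moved by 100000 bp.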

Overall, data quality was very high, as were inter-sample correlations (Additional file 1: Figure S1). For all analyses we considered only those CpGs that were present at >10× coverage in all 12 samples. To combine statistical evidence of neighbouring CpGs, we calculated DNA methylation levels in tiles of 100 bp across the genome (resulting in 820,388 tiles covered across all 12 samples).

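The deposited liver table held 819713 tiles, and the paper's reported number is 820388. All of the deposited tiles lay on the 19 autosomes, each was 100 bp long, and together they spanned 81971300 bp or 3.33% of the autosomal sequence. The median tile contained 2 CpGs, and 27% of the tiles contained a single CpG. CCGG, the site cut by the restriction enzyme MspI, was present in 57.8% of the tiles. CpG islands were called in the repeat-masked mm10 sequence as stretches of more than 200 bp with a GC content of at least 50% and an observed to expected CpG ratio above 0.6, which gave 15612 autosomal islands. The liver tiles touched 14380 of these islands, or 92.1%. Islands made up 0.421% of the autosomal sequence, whereas 80970 of the liver tiles, or 9.88%, touched an island.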

Unsupervised hierarchical clustering separated samples by gender, even when data from sex chromosomes was removed (Fig. 1a). Principal components analysis (PCA) also showed a distinct spatial clustering of samples by gender irrespective of whether sex chromosomes were included (Fig. 1b) or not (Fig. 1c). We identified regions of difference between genders using methylKit [10]. 

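Every tile listed in Table S1 was present in the deposited liver table. The absolute differences between genders in that list are the paper's and ran from 25.0 to 68.7 percentage points, with a median of 31.4, and the largest q-value was 0.00903. Of the 1093 listed tiles, 237 adjoined another listed tile, a share of 21.7% (95% Clopper-Pearson interval 19.3 to 24.2%). The adjoining tiles formed 127 pairs, and in all 127 pairs both tiles differed in the same direction. Merging adjoining tiles of the same direction gave 966 regions, of which 94 consisted of 2 tiles, 15 of 3 tiles and 1 of 4 tiles. When tiles with a covered neighbour were drawn at random from the liver table in the same number, the highest count of adjoining tiles in 1000 draws was 8.
The smallest q-value in Table S1 is 0, and it is shared by a pair of tiles. The tile on chromosome 13 from 47229001 to 47229100 (mm10) lies in intron 4 of Rnf144b (GeneID 218215, 47122720 to 47247991 on the plus strand), directly after exon 4 of 8, which spans 47228940 to 47229000. It contains 6 CpGs and has the sequence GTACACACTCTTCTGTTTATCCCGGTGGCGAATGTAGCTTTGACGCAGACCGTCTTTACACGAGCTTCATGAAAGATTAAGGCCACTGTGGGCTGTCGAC. The paper's difference for this tile is 52.6 points, with the higher methylation in females. Within the region from 47228101 to 47230400, the liver table held 8 tiles, of which 4 are listed in Table S1, and the paper's differences for these 4 tiles run from 33.1 to 52.6 points. The brain table held 7 tiles in this region and the heart table 6, and the paper lists none of them as a gender DMT in these tissues. The tile on chromosome 2 from 33228501 to 33228600 lies in coding exon 2 of 5 of Angptl2 (GeneID 26360) and also in intron 8 of Ralgps1 (GeneID 241308) on the opposite strand. It contains 8 CpGs and has the sequence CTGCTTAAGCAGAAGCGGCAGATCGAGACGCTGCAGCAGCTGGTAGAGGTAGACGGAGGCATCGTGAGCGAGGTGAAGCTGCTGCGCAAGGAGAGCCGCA. The paper's difference is -42.2 points, with the higher methylation in males.

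**Figure D1:**
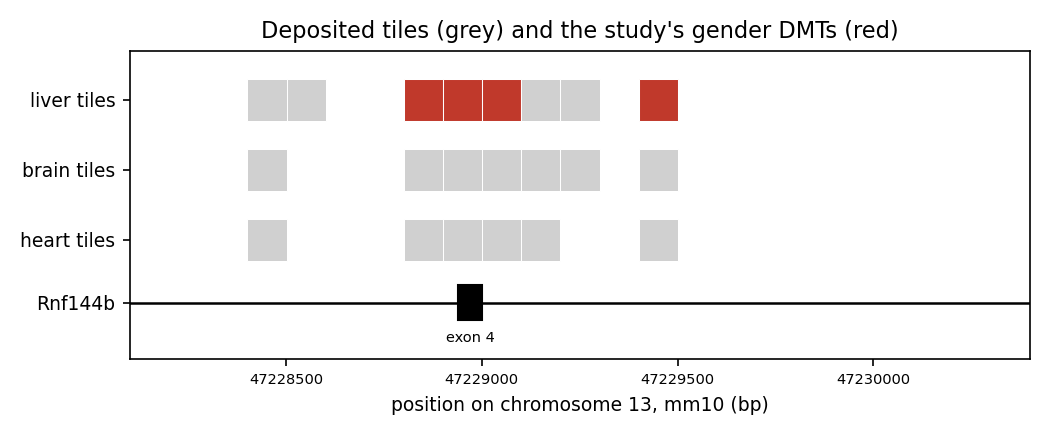
Map of the tiles on chromosome 13 from 47228101 to 47230400 (mm10, position in bp on the horizontal axis). Each block is a 100 bp tile of the deposited table of liver, brain or heart, grey for tiles outside the paper's lists of gender DMTs and red for listed ones, and the black line with the black block shows Rnf144b with its exon 4. The 4 red tiles are all on the liver line.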

We found 1093 tiles that were differentially methylated (*q*-value < 0.01 and ≥ 25% methylation difference) between males and females (Fig. 1d; Additional file 2: Table S1). 

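The tiles of Table S1 were annotated with the CpG islands called in mm10, with shores of 2000 bp on both sides of each island, and with 43783 curated RefSeq transcripts whose promoters were taken as 1000 bp upstream of the transcription start. Each tile was given to the first of promoter, coding sequence, other exon, intron and intergenic that it touched. None of the 1093 liver DMTs touched a CpG island. A count of 0 allows a share of up to 0.274% by the limit of 3 counts and up to 0.337% by the upper Clopper-Pearson bound. About 108 were to be expected from the share of islands among all liver tiles (two-sided Fisher's exact test, p = 6.5e-50). With islands called without leaving out repeat-masked sequence, 3 of the 1093 DMTs touched an island, or 0.274%, against 10.9% of all tiles (Fisher's exact test, p = 1.3e-49). With islands called in repeat-masked sequence, as in all other values given here, the share in shores was 4.67% for DMTs and 7.80% for all tiles (p = 4.6e-05, Fisher's exact test). Outside islands and shores lay 95.3% of the DMTs (95% Clopper-Pearson interval 93.9 to 96.5%) and 82.3% of all tiles.
By gene annotation, 48.5% of the DMTs lay in introns (interval 45.5 to 51.5%) against 36.3% of all tiles (p = 2.0e-16, Fisher's exact test), and 41.3% were intergenic (38.3 to 44.2%) against 43.0% of all tiles (p = 0.25). Promoters held 1.01% of the DMTs and 7.03% of all tiles (Fisher's exact test, p = 1.9e-21), and coding sequence held 6.50% and 10.1% (p = 3.0e-05). Other exons held 2.74% of the DMTs and 3.50% of all tiles (Fisher's exact test, p = 0.19). These tests treat tiles as independent, and intervals cover counting error only. With adjoining DMTs merged into regions, 49.4% of the regions lay in introns (Fisher's exact test, p = 1.2e-16). With the GENCODE gene set in place of RefSeq, 33.2% of the DMTs and 37.4% of all tiles were intergenic (Fisher's exact test, p = 0.0040).
The DMTs contained fewer CpGs than the tiles at large, with a mean of 2.17 CpGs per DMT and 3.26 per tile. Tiles with 7 or more CpGs made up 10.1% of the liver tiles and 1.10% of the DMTs. When 10000 sets of liver tiles were drawn with the same numbers of CpGs per tile as the DMTs, the mean share touching an island was 2.03%, and no set had as few as the DMTs (two-sided p = 0.0002 for n = 1093 DMTs, the smallest that these draws can give). Against these draws the share of DMTs that were intergenic differed by -6.18 points (p = 0.0002, n = 1093), and the difference in coding sequence was no longer past the threshold (p = 0.26).

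**Figure D2:**
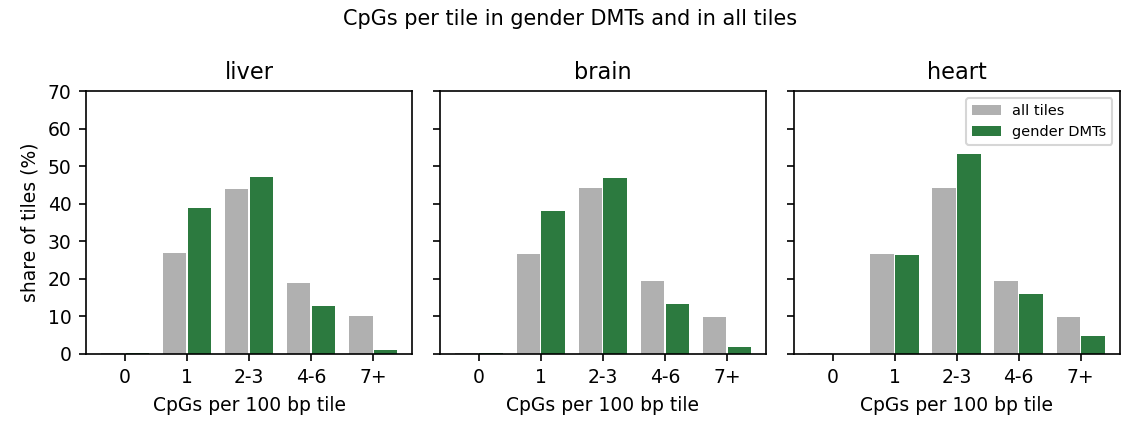
Share of tiles in percent (vertical axis) by the number of CpGs in the 100 bp tile (horizontal axis), for all tiles of the deposited table (grey) and for the paper's gender DMTs (green) in liver, brain and heart. In liver, 38.9% of the DMTs and 27% of all tiles contain 1 CpG.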

Despite the huge enrichment for CpG islands in our RRBS libraries, the majority of differentially methylated tiles (DMTs) were found outside of CpG islands, in both genic and intergenic regions (Fig. 1e). Around a third of the DMTs overlapped with ENCODE liver H3K4me1 and H3K27Ac peaks, a highly significant enrichment (both *p* < 1 × 10^−4^). This is consistent with many of the intergenic DMTs residing in active enhancers.

**Fig. 1:**
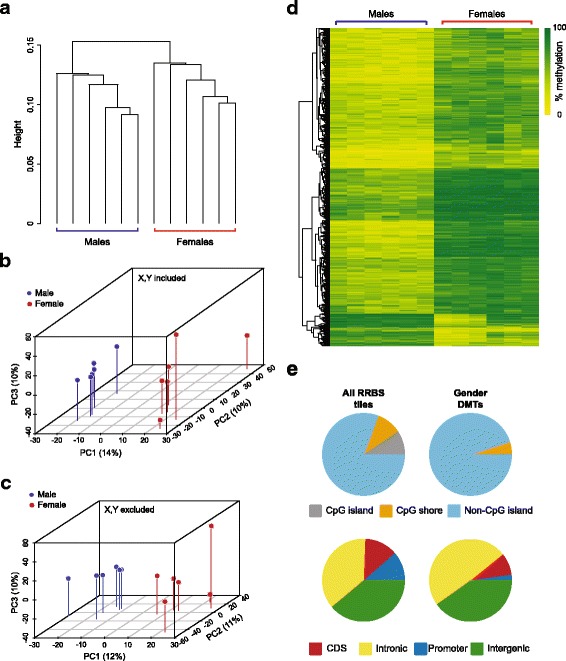
Autosomal DNA methylation patterns in the liver distinguish gender. **a** Dendrogram showing results of unsupervised hierarchical clustering of liver RRBS data from six males and six females with sex chromosomes excluded. **b**, **c** Pseudo-3D principal component analysis (PCA) plots of the first three principal components of liver RRBS data as in (a) with sex chromosome data included (b), or removed (c); males are shown in blue, females in red. **d** Clustered heat map of differentially methylated tiles (DMTs) identified in the liver of males versus females. **e** CpG island (top) and genomic annotation (bottom) of CpG tiles present in all liver RRBS data (left) and gender DMTs (right)

We chose a subset of ten DMTs to validate by COBRA [11]. All but one of the ten loci showed a difference in methylation levels between males and females as predicted by the RRBS signal (Additional file 3: Figure S2). This experimental validation indicates that our RRBS and informatics strategy detects gender-specific differences with high confidence.

### Gender DMTs in the liver can be testosterone independent

We next reanalysed data from Reizel et al.*.* [9] (GEO Accession GSE60012), who previously identified 160 gender DMTs in the adult mouse liver. Using our bioinformatics pipeline with their liver dataset, we identified 83 autosomal gender DMTs, of which 48 (~58%) overlapped with the gender DMTs from our data (Fig. 2a, Additional file 2: Table S2). The difference in the number of DMTs identified can be at least partially attributed to the difference in dataset size (our liver dataset contained 820,388 tiles, and Reizel et al’s contained 167,462 tiles). Like Reizel and colleagues, we found that the majority of gender DMTs in the liver could be attributed to hypermethylation in females relative to males; this was true across all autosomes (Fig. 2b). 

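The direction of each difference was taken from the paper's Table S1, and the number of covered tiles per autosome from the deposited liver table. Methylation was higher in females at 982 of the 1093 liver DMTs, or 89.8% (95% Clopper-Pearson interval 87.9 to 91.6%; two-sided exact binomial test, p = 7.2e-175), and higher in males at 111. The binomial test treats tiles as independent, although all come from the same mice, and does not measure variation between mice. Females had the larger number of DMTs with higher methylation on 19 of 19 autosomes. The share of DMTs with higher methylation in females ran from 73.3% on chromosome 5 to 98.5% on chromosome 3. This spread was larger than chance gave when the directions were permuted over the DMTs (100000 permutations, p = 2.0e-05). The permutation treats tiles as independent, although all 127 adjoining pairs of liver DMTs shared their direction. It was not repeated on merged regions, so this p-value may be too small. Gender DMTs made up 0.0879% of the covered tiles on chromosome 2, the lowest share, and 0.191% on chromosome 16, the highest. Among the 376 DMTs with a difference of at least 35 points, 93.9% were higher in females. With adjoining tiles merged, the share was 89.4%. What a reversed gender label would change could not be tried, because the columns of levels match no mouse. Splits of the unnamed columns were not tried. The paper states that most gender DMTs in the liver can be attributed to higher methylation in females than in males, and that this held on all autosomes (Fig. 2b).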

Interestingly, the gender DMTs identified in the liver by Reizel et al. were absent from the liver of males who were castrated when young, and could be reconstituted in castrated males with exogenous testosterone administration [9]. This implies that gender DMTs in the liver are testosterone-dependent. We extended these observations by performing an unbiased comparison of the Reizel et al. females with the castrated males, using our own informatics pipeline. In doing so we were able to identify 228 gender DMTs, despite the absence of testosterone in the males (Additional file 2: Table S3). These testosterone-independent gender DMTs were also heavily skewed towards hypermethylation in females (Fig. 2c). Only four of these DMTs are also found in our set of 1093 DMTs (Fig. 2d), although almost all the tiles in the castrated male dataset were also represented in our dataset. This suggests that there are additional factors beyond testosterone that are able to specify gender-specific methylation patterns.

**Fig. 2:**
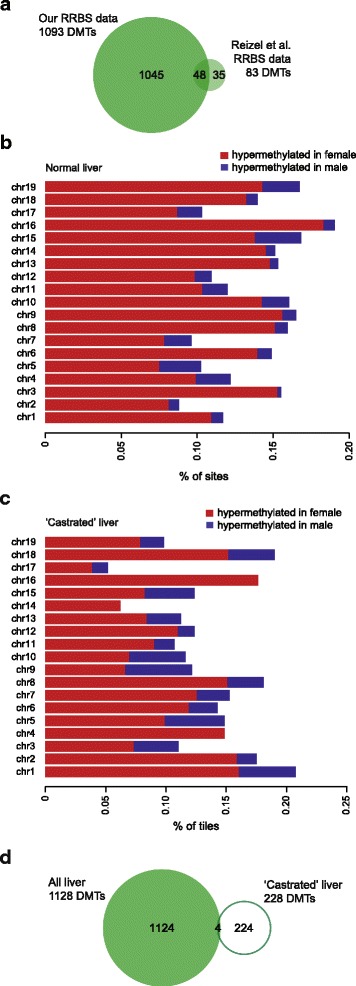
Gender-specific methylation in the liver does not require testosterone. **a** Venn diagram showing overlap of gender DMTs in the liver identified by this study and our reanalysis of Reizel et al. [9]. **b** Bar plot of gender DMTs from our liver RRBS data showing % of tiles hypermethylated in females (red) and males (blue) across all autosomes. **c** Bar plot of gender DMTs between normal females and castrated males showing % of tiles hypermethylated in females (red) and males (blue) across all autosomes. **d** Venn diagram showing overlap of all liver gender DMTs (both those identified here and those from Reizel et al. [9]) and testosterone independent DMTs (i.e. differentially methylated between normal females and castrated males)

### Heart and brain also harbour gender DMTs

The robust gender differences observed in the mouse liver in this study and others, along with reports of gender bias in human non-liver tissues such as peripheral blood leukocytes, prompted us to ask whether the gender DMTs might be conserved across tissues. Given that some DMTs in liver appear to be sex hormone-independent, it is possible that these differences in methylation arise in the germline, or very early in development. To address this possibility we interrogated the methylomes of brain and heart from three of the males and three of the females used for liver analysis. 

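Brain and heart libraries were prepared from 3 males and 3 females each, with 1 library per mouse and tissue, by the same service and with the same processing by the authors as for liver. The deposited brain table held 942643 tiles and the heart table 930358, both on autosomes only, and each has 6 columns of methylation levels with running numbers that match no mouse. These levels were not used, the read depth per tile is unknown, and brain and heart DMTs were taken from Tables S4 and S5 with the paper's differences, p-values and q-values. The libraries carry the mouse numbers of 6 of the liver libraries. The labels of 2 of these numbers conflict between tissues. Mouse 75538 is labelled female in liver and male in brain and heart, and mouse 75541 is labelled male in liver and female in brain and heart. Each library was counted under its own label, which gives 3 males and 3 females in each tissue, and what a reversed label would change was not tested because no column could be given a mouse. Tiles present in all 3 tables numbered 758685. The brain tiles touched 93.4% of the CpG islands and the heart tiles 93.3%. Tiles with at least 50 bases of repeat-masked sequence made up 21.1% of the liver tiles, 25.8% of the brain tiles and 25.1% of the heart tiles.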

We chose these tissues as they derive from different germ layer origins (heart, mesoderm; brain, ectoderm; liver, endoderm). Unlike the liver methylome, analysis of the brain methylome by hierarchical clustering or PCA did not separate the genders, even when sex chromosomes were included (Fig. 3a); likewise in the heart we observed no distinct clustering, although the genders separate very slightly on the first principal component (PC1; Fig. 3b). Despite the lack of unsupervised clustering by gender, both heart and brain harboured gender DMTs. Applying the same stringent parameters as used for the liver analysis, we identified 957 autosomal DMTs in the brain (Fig. 3c; Additional file 2: Table S4), and 145 in the heart (Fig. 3d; Additional file 2: Table S5). 

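Of the 957 tiles in Table S4, 951 were present in the deposited brain table, and of the 145 in Table S5, 140 were present in the deposited heart table. All 6 of the missing brain tiles and 4 of the 5 missing heart tiles were present in the liver table. The median absolute difference between genders given by the paper was 27.6 points in brain and 29.6 points in heart, and the median p-value given by the paper was 2.3e-06 in brain and 4.8e-06 in heart, against 2.6e-21 in liver. These p-values rest on 12 libraries in liver and 6 in brain and in heart, at unknown depth. They do not compare the strength of gender differences between tissues. In brain, 24 DMTs adjoined another DMT, or 2.51% (95% Clopper-Pearson interval 1.61 to 3.71%), and all 12 pairs differed in the same direction. In heart, the DMTs formed a single adjoining pair, and its tiles differed in opposite directions.
The brain tile with the smallest q-value in the paper (3.3e-125) lies on chromosome 4 from 53807601 to 53807700 (mm10), outside CpG islands and their shores, and no RefSeq transcript covers it. The nearest, of Tmem38b (GeneID 52076), begins 18345 bp away. The tile contains 8 CpGs, and the paper's difference is 25.8 points with the higher methylation in females. In this tile, 45.7% of the 31-mers occur more than once in the mm10 chromosomes. The heart tile with the smallest q-value (9.6e-47) lies on chromosome 6 from 47744001 to 47744100, in the shore of a CpG island and 37524 bp from the nearest RefSeq transcript, that of the small RNA gene Rny3 (GeneID 19874). It contains 5 CpGs, the paper's difference is 36.3 points with the higher methylation in females, and 55.7% of its 31-mers have another copy.
At least 50 of the 100 bases were repeat-masked in 57.9% of the heart DMTs (interval 49.5 to 66.1%) and in 25.1% of all heart tiles (two-sided Fisher's exact test, p = 8.5e-17). In brain the same share was 17.8% of the DMTs and 25.8% of all tiles (p = 4.6e-09), although among the 78 brain DMTs with a difference of at least 35 points it was 38.5% (p = 0.014, Fisher's exact test).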

While the brain gender DMTs exhibited, like the liver, a clear bias towards hypermethylation in females (Fig. 3f), this bias was absent from the gender DMTs in the heart (Fig. 3g). 

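By the directions in the paper's tables, methylation was higher in females at 750 of the 957 brain DMTs, or 78.4% (95% Clopper-Pearson interval 75.6 to 80.9%; two-sided exact binomial test, p = 7.6e-73). In heart, it was higher in females at 76 of 145 DMTs, or 52.4% (interval 44.0 to 60.8%; exact binomial test, p = 0.62). The heart share differed from that of brain by 26 percentage points (two-sided Fisher's exact test, p = 2.4e-10) and from that of liver by 37.4 points (p = 3.5e-25). The brain share also lay 11.5 points below the liver share (Fisher's exact test, p = 8.3e-13). These tests treat tiles as independent, although the DMTs of a tissue come from the same mice and the tissues share mice. Their p-values do not measure variation between mice. Among DMTs with a difference of at least 35 points, 79.5% of 78 brain DMTs and 60.6% of 33 heart DMTs were higher in females, and at these numbers the tissues were not told apart (p = 0.057, Fisher's exact test). DMTs with higher methylation in females were the more numerous on 19 of 19 autosomes in brain and on 9 in heart, where DMTs with higher methylation in males were the more numerous on 5 and both were equal on 5. Gender DMTs made up at most 0.122% of the covered brain tiles of an autosome, on chromosome 4, and at most 0.0264% of the covered heart tiles, on chromosome 12. The paper states that the bias towards hypermethylation in females is shared by brain and liver and absent from heart (Fig. 3f and Fig. 3g).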

The gender DMTs in both tissues were again mostly outside CpG islands, in intronic and intergenic regions (Fig. 3e). 

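CpG islands held 3 of the 957 brain DMTs, or 0.313% (95% Clopper-Pearson interval 0.0647 to 0.913%), against 9.21% of all brain tiles (two-sided Fisher's exact test, p = 1.7e-35). In heart they held 1 of 145 DMTs, or 0.690% (interval 0.0175 to 3.78%), against 9.23% of all heart tiles (p = 2.1e-05, Fisher's exact test). With islands called without leaving out repeat-masked sequence, they held 7 brain DMTs, or 0.731%, against 10.7% of all brain tiles (Fisher's exact test, p = 8.7e-37), and 5 heart DMTs, or 3.45%, against 10.7% of all heart tiles (p = 0.0027). As in liver, DMTs and tiles were not matched on methylation level. Intronic and intergenic tiles together made up 88.6% of the brain DMTs and 93.8% of the heart DMTs, and 80.4% of all brain tiles and 80.3% of all heart tiles. In brain, 46.0% of the DMTs and 36.5% of all tiles were intronic (Fisher's exact test, p = 2.0e-09), while 42.6% and 43.9% were intergenic (p = 0.45). In heart, 34.5% of the DMTs and 36.5% of all tiles were intronic (Fisher's exact test, p = 0.67), while 59.3% and 43.8% were intergenic (p = 0.00021). Whether these shares differ between brain and heart DMTs was not tested. Promoters held 0.731% of the brain DMTs and 6.70% of all brain tiles (Fisher's exact test, p = 5.1e-20), and 1.38% of the heart DMTs and 6.67% of all heart tiles (p = 0.0066). Coding sequence held 7.73% of the brain DMTs and 9.63% of all brain tiles (Fisher's exact test, p = 0.048), and 4.14% of the heart DMTs and 9.74% of all heart tiles (p = 0.024). Neither difference in coding sequence stayed past the threshold under every alternative. With the GENCODE gene set the shares of DMTs were 7.73% in brain (Fisher's exact test, p = 0.085) and 4.83% in heart (p = 0.064). Among the 78 brain DMTs with a difference of at least 35 points, introns held 38.5% (p = 0.73, Fisher's exact test) and promoters 1.28% (p = 0.065). Against draws matched on the number of CpGs per tile, the intergenic share of the brain DMTs differed by -5.15 points (p = 0.00060, n = 957). In heart the number of DMTs limits the precision. Among the 42 heart DMTs with a q-value of 1e-04 or less, 2.38% lay in islands (p = 0.18, Fisher's exact test) and 57.1% were intergenic (p = 0.088).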

Like the liver DMTs, the brain DMTs were significantly associated with enhancer regions (*p* < 1 × 10^−4^), albeit with less fraction of overlap (~5% of DMTs); but the heart DMTs were not (*p* = 0.74).

**Fig. 3:**
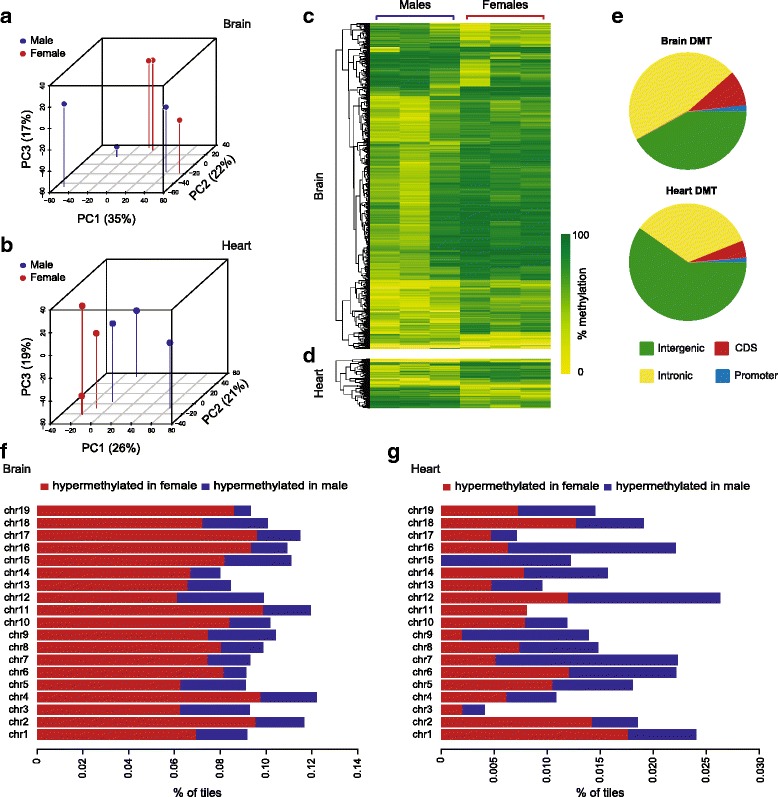
Mouse heart and brain also harbour gender-specific methylation. **a**, **b** Pseudo-3D PCA plots of the first three principal components of RRBS data from brain (a) and heart (b); males are shown in blue, females in red. **c**, **d** Heat maps of differentially methylated tiles (DMTs) identified in the brain (**c**) and heart (**d**) of males versus females. **e** Genomic annotations of brain and heart gender DMTs. **f**, **g** Bar plot of gender DMTs from brain (**f**) and heart (**g**) showing % of tiles hypermethylated in females (in red) and males (blue) across all autosomes

### Gender DMTs are tissue specific

We then asked whether there was any overlap of the gender DMTs we identified among tissues of distinct germ layer origin that might suggest that they were inborn. Despite the large number of DMTs identified across the three tissues in total we found almost no overlap (Fig. 4a). Only two liver gender DMTs were common to the brain, and no liver DMT was common to the heart (although 11 of the 145 heart DMTs were also differentially methylated in the brain). 

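Shared DMTs were counted between the paper's tables, and the number to be expected by chance was computed over the tiles that both deposited tables held. Between liver and brain, 775900 tiles were covered in both, 0.829 shared DMTs were to be expected and 2 were shared (one-sided exact hypergeometric test, p = 0.20). Between liver and heart, 773114 tiles were covered in both, 0.0693 were to be expected and 0 were shared. Between brain and heart, 896477 tiles were covered in both, and 9 of the 11 shared DMTs lay among these tiles, against 0.109 to be expected (p = 3.7e-15, exact hypergeometric test). The other 2 shared tiles were in the liver table but in neither the brain nor the heart table. All 11 differed in the same direction in brain and heart, and 10 of them were higher in females. All 11 consist mainly of 31-mers that occur more than once in the mm10 chromosomes. When tiles within 100 bp were counted as shared, 3 liver DMTs were common to brain, none to heart, and 11 were common to brain and heart.
One of the tiles shared by liver and brain lies on chromosome 19 from 41083601 to 41083700 (mm10), in the untranslated part of exon 21 of 21 of Tll2 (GeneID 24087), with 3 CpGs. Its paper's differences have opposite directions, -30.9 points in liver and 26.9 points in brain. Of the tiles shared by brain and heart, the largest mean absolute differences belong to a tile on chromosome 1 from 48325801 to 48325900 and one on chromosome 2 from 162437901 to 162438000. The first is intergenic, with paper's differences of 45.5 points in brain and 40.3 points in heart. The second lies in intron 1 of Ptprt (GeneID 19281), with paper's differences of 46.2 and 35.5 points. Both tiles are repeat-masked over all 100 bases.
A DMT of one tissue can be called in another only if the tile was covered there. Of the liver DMTs, 91.4% were present in the brain table and 90.8% in the heart table, against 94.7% and 94.3% of all liver tiles. Of the brain DMTs, 67.9% were present in the liver table, against 82.3% of all brain tiles. Of the 145 heart DMTs, 58 or 40.0% were present in the liver table, against 83.1% of all heart tiles. The overlap with liver could also be lowered by the number of libraries, 12 in liver and 6 in brain and in heart. A wrong gender label of mice 75538 and 75541, whose labels in liver conflict with those in brain and heart, could lower it too. Neither was tested, so the small overlap does not by itself show tissue specificity. Whether the difference between genders at a tile itself differed between tissues was not tested, since the levels could not be given to mice. From the small overlap between the lists of the 3 tissues, the paper proposes that gender DMTs do not arise in the germline.

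**Figure D3:**
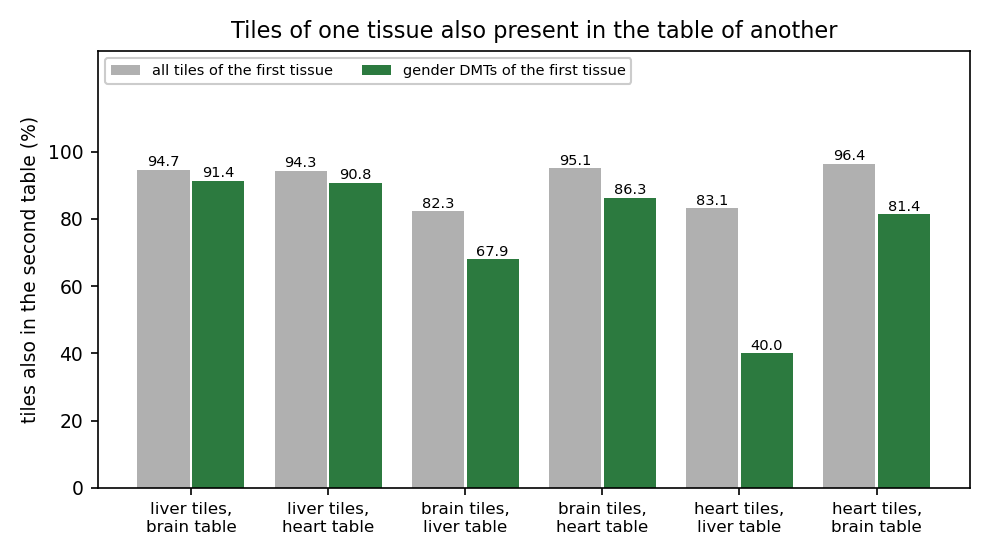
Share in percent (vertical axis) of the tiles of one tissue that the deposited table of another tissue also holds, for all tiles (grey) and for the paper's gender DMTs (green). Each pair of bars names the tissue of the tiles and then the table they were looked for in. The lowest share is that of the heart DMTs in the liver table, 40.0%.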

We determined functional pathways associated with the DMTs in each tissue; in most cases, significantly enriched pathways were functionally related to the relevant tissue (Fig. 4b). This may not be surprising given that the DMTs tend to be over-represented in enhancer regions. PCA of all of our RRBS data across all tissues confirmed that methylation patterns overall are tightly associated with tissue type (Fig. 4c); it is interesting to note that methylation patterns in the brain are much more variable among isogenic individuals than the other tissues examined.

**Fig. 4:**
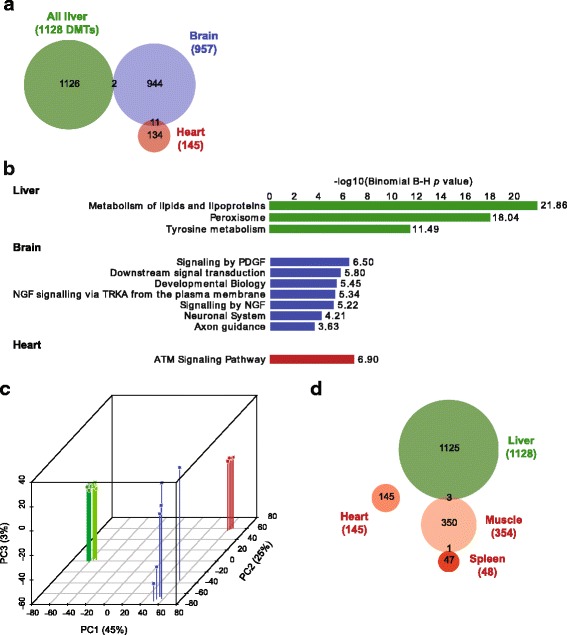
Gender DMTs are largely tissue autonomous. **a** Venn diagram showing overlap of gender DMTs from liver, brain and heart. **b** Molecular functions overrepresented by regions harbouring gender DMTs in liver, brain and heart. **c** Pseudo-3D PCA plot of RRBS data from liver (green), brain (blue) and heart (red). **d** Venn diagram showing overlap of gender DMTs from spleen, heart, skeletal muscle and liver

While this analysis suggests that gender DMTs do not arise in the germline, we considered whether gender DMTs might be common to tissues of the same germ layer origin (i.e. set early in development). We identified DMTs from additional mesodermal tissues studied by Reizel et al. (skeletal muscle and spleen from adult mice) to compare with our mesodermal (heart) tissue. We identified 354 and 48 gender DMTs in muscle and spleen respectively (Additional file 2: Tables S6 and S7), but these DMTs were exclusive to both each other and to the heart (Fig. 4d); this is despite almost all tiles from the muscle and spleen datasets being represented in our heart dataset. Taken together, these comparisons indicate that differential cytosine methylation between genders is almost entirely tissue-specific.

## Discussion

Here we confirm the existence of sex-specific cytosine methylation in the mouse liver and find that tissues derived from all three embryonic germ layers also exhibit sexually dimorphic patterns of methylation that are essentially idiosyncratic to a tissue. In the majority of instances, sex differences were manifest as a strong female bias towards hypermethylation, and this was the case in the liver even when the demethylating action of testosterone in males was removed. Our findings suggest that the DNA methylome undergoes gender differentiation in multiple tissues at some point after lineage specification, in response to tissue-dependent mechanisms.

Tissues of different origins displayed varying extents of gender-specific methylation: the brain harboured more than a thousand differentially methylated regions whereas the heart had only a few hundred. Sex-specific methylation in the brain was remarkable also because it occurred on a very high background of inter-individual variation. Extensive inter-individual variation in the methylome of the human brain has been recognised only recently, and attributed largely to a secondary influence of genetic variation [12]. However in our study all samples were derived from isogenic mice, indicating that at least some proportion of inter-individual variation in methylation patterns in the brain is purely epigenetic in nature, and sex-specific epigenetic signatures are overlaid on this. As our criteria for calling sex-specific methylation was strict (*q* < 0.01, methylation difference ≥ 25%), it is probable that thousands more sex-specific differences exist in the brain, albeit smaller in magnitude or restricted to specific cell subtypes.

Despite identifying many thousands of gender differences in cytosine methylation overall, we found very few that were in common among tissues. Even tissues originating from the same germ layer displayed a completely autonomous set of gender methylation differences. Taken together with the ontological analysis showing enrichment for tissue-specific pathways, this strongly suggests that gender-specific epigenetic differences are likely to have a tissue-specific function. This idea is supported by our finding that gender-specific methylation differences overlap significantly with histone markers of enhancer regions. It is also consistent with the recent finding that gender-specific methylation in the liver correlates with hepatic gene expression, particularly when the methylation differences occur in regions corresponding to tissue-specific enhancers [9]. The expression of more than a thousand genes in the mammalian liver is sex-dependent, which is not surprising given that sexual dimorphism in both steroid and drug metabolism underpin normal liver physiology [13]. Whether gender biases in methylation in heart and brain also influence their respective transcriptomes is not known, however the tissue-specific functional pathways we find suggest that this may well be the case.

The mechanisms underpinning gender-specific methylation are generally unexplored. However two recent studies have implicated testosterone in the process. In the mouse forebrain, male-specific methylation patterns can be induced in females by neonatal administration of exogenous testosterone [14]. In the liver, testosterone can trigger male-specific demethylation of certain regions; like females, castrated males maintain these regions as methylated [9]. However, not all gender-specific methylation can be attributed to the actions of testosterone: in an unbiased comparison we found more than 300 gender differences between the livers of females and castrated males. While these testosterone-independent gender differences account for a minority of all liver differences, they show the same strong tendency for hypermethylation in females, suggesting that other sex-specific *trans*-acting factors are also capable of effecting methylation dimorphism. Such factors may involve early and indirect actions of the sex chromosomes, as has been shown for early embryonic gene expression [15]. Female hormones such as estradiol are also capable of skewing gene expression patterns [16], and so may also be a contributor.

While the weight of our evidence supports widespread tissue-specific methylation differences between genders, our study is not without limitations and there are many unknowns that warrant further investigation. Comparative analysis of many tissues across multiple developmental stages (including embryonic, fetal, neonatal, and adult) would be required to establish the precise timing of establishment of gender differences, and the relationship to the changing hormonal milieu. Furthermore, RRBS allows the interrogation of methylation levels at only a representative fraction of the genome, and while this proportion is enriched for functionally relevant regions, whole genome bisulphite sequencing would be required to capture the full extent of gender-specific DNA methylation. Such studies will only become more feasible with the increasing affordability of whole genome sequencing.

Tissue-specific gender-bias in DNA methylation represents yet another aspect of sexual dimorphism but its function is currently unclear. While likely to reflect normal tissue physiology, such gender bias in epigenetic states may also have broader implications. Intrinsic gender bias in epigenetic state holds the potential to influence disease susceptibility and disease course, and modulate the response to environmental stressors. Gender differences in environmental epigenetic programming are pervasive [17] and our findings here suggest that at least some of the gender bias in induced phenotypes derives from baseline gender differences in epigenetic state.

## Conclusion

Our study of the DNA methylomes of multiple tissues of male and female mice indicates that sex significantly influences DNA methylation patterns in a tissue-specific manner. These findings provide a platform to better understand the role of DNA methylation in health and disease and have important implications for the study of complex and programmed phenotypes. Our findings underscore the need to consider both genders in epigenome-wide association studies, and reinforce the requirements related to the choice of tissue to study.

## Methods

### Mice and tissues

All animals in this study were generated contemporaneously. Mice were handled in accordance with good practice as defined by the National Health and Medical Research Council (Australia) Statement on Animal Experimentation, and requirements of state government legislation. The study was approved by the Garvan/St Vincent’s Animal Ethics Committee (#13/35). Six male and six female C57BL/6 J littermate pairs were selected at weaning and maintained on NIH-31 chow until 24 weeks of age. Tissues (brain, heart, liver) were collected and snap frozen prior to storage at −80°C until DNA extraction. DNA was extracted from a 5 mm coronal section of the rostral end of the brain, a 5 mm apical section of the heart, and the extreme caudal section of the left lobe of the liver.

### DNA extraction and RRBS

Frozen tissue sections were homogenised in lysis buffer (50 mM Tris-HCl pH 8.0, 100 mM EDTA, 1% SDS, 100 mM NaCl) and incubated with 400 μg/ml Proteinase K (Roche) overnight at 55°C, followed by phenol:chloroform extraction and ethanol precipitation. Genomic DNA was used for RRBS library preparation and sequencing through the Methyl-MiniSeq service of Zymo Research (Irvine, CA, USA).

### Differential methylation analysis of RRBS data

RRBS data from liver heart and brain generated for this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE84573. eRRBS and mapping was performed by Zymo Research using proprietary methods. Bed data supplied was reformatted, and identification of differentially methylated cytosines and annotation was carried out in R with the methylKit package, v0.99.2 [10]. To combine statistical evidence of neighbouring CpGs, we calculated DNA methylation levels in tiles of 100 bp across the genome. For all analyses we considered only tiles that were present at > 10× coverage in all replicate samples and < 99.8th percentile of coverage values across all samples in the comparison. Hierarchical clustering was performed using correlation and the Ward’s minimum variance method. Identification of differentially methylated tiles was carried out with methylKit; thresholds for calling a difference were set at a methylation difference of ≥ 25%, and *q* ≤ 0.01. Genomic annotations of differentially methylated tiles were performed using the mm10 refgene table from UCSC Table Browser. Gene ontology analysis was performed with GREAT [18] using all default parameters with the exception that distal gene regulatory domains were set at a maximum of 100 kb. Histone modification enrichment analysis was performed by permutation of overlaps with replicated H3K4me1 and H3K27Ac peak files from ENCODE (liver, ENCSR000CDH and ENCSR000CAO; brain, ENCSR000CDF and ENCSR000CAE; heart, ENCSR000CDD and ENCSR000CAI); the overlap of DMTs was compared with the overlap observed using the same number of tiles randomly chosen from the dataset, over 10,000 iterations.

### Differential methylation analysis of RRBS data obtained from Reizel et al.

Datasets from liver, castrated liver, muscle and spleen from adult mice (20 weeks) were obtained from GEO Accession GSE60012. Sequencing reads were aligned to the mm10 genome with Bismark [19] and methylation percentage calls for each CpG site calculated using MethylKit. The sex chromosomes were removed. Our quality control based on pairwise correlations of all samples identified five liver outliers (three female and two male samples) that were excluded from further analysis. Similarly to the analysis of our RBBS data, to combine statistical evidence of neighbouring CpGs, we calculated DNA methylation levels in tiles of 100 bp across the genome, and considered only tiles that were present at > 10× coverage in replicate samples and < 99.8th percentile of coverage values. Given the different number of replicate samples used by Reizel et al. compared to our experimental design, we set this coverage restriction in at least across six samples in each group for liver female vs. male samples comparison, five samples in each group for females vs. castrated liver samples, six samples in each group for muscle female vs. male samples and three samples in each group for the spleen female vs. male samples comparison. Identification of differentially methylated tiles and annotations was carried out with methylKit; thresholds were set at a methylation difference of ≥ 25%, and *q* ≤ 0.01.

### Combined bisulphite restriction analysis (COBRA) validations

Ten loci identified as differentially methylated by RRBS were randomly chosen for independent verification by COBRA, with the additional criterion that they were in the vicinity of coding genes, long non-coding RNA or retrotransposon repeats. Primers were designed using MethPrimer [20] and sequences are available on request. Following bisulphite PCR and digestion with the relevant restriction enzyme, amplicons representing the fraction of methylated and unmethylated template were quantified using densitometry (Multi Gauge V2.3).

## Additional files

Additional file 1: Figure S1. Correlation matrices and corresponding correlation coefficients for each liver RRBS dataset. (PDF 251 kb)

Additional file 2: Table S1. DMTs between females and males in mouse liver. *P*-values and *q*-values were calculated using MethylKit. (XLSX 217 kb)

Additional file 3: Figure S2. COBRA vadlidation of candidate liver gender-specific DMRs. Bs-seq plots (top panels) show average percentage methylation values across each differentially methylated locus as assessed by RRBS for females (red) and males (blue). The CpG/s interrogated by COBRA are indicated by arrows. Graphs (bottom panels) show average percentage methylation in females (red) and males (blue) as assessed by densitometry of COBRA bands. Error bars represent SEM; *** *p* < 0.0001; NS, non significant. (PDF 634 kb)

# Supplementary material for: Isogenic mice exhibit sexually-dimorphic DNA methylation patterns across multiple tissues
**Source:** BMC Genomics. 2017 Dec 13;18:966. doi: 10.1186/s12864-017-4350-x
**Supplement:** Supplementary file 1 — Correlation matrices and corresponding correlation coefficients for each liver RRBS dataset.

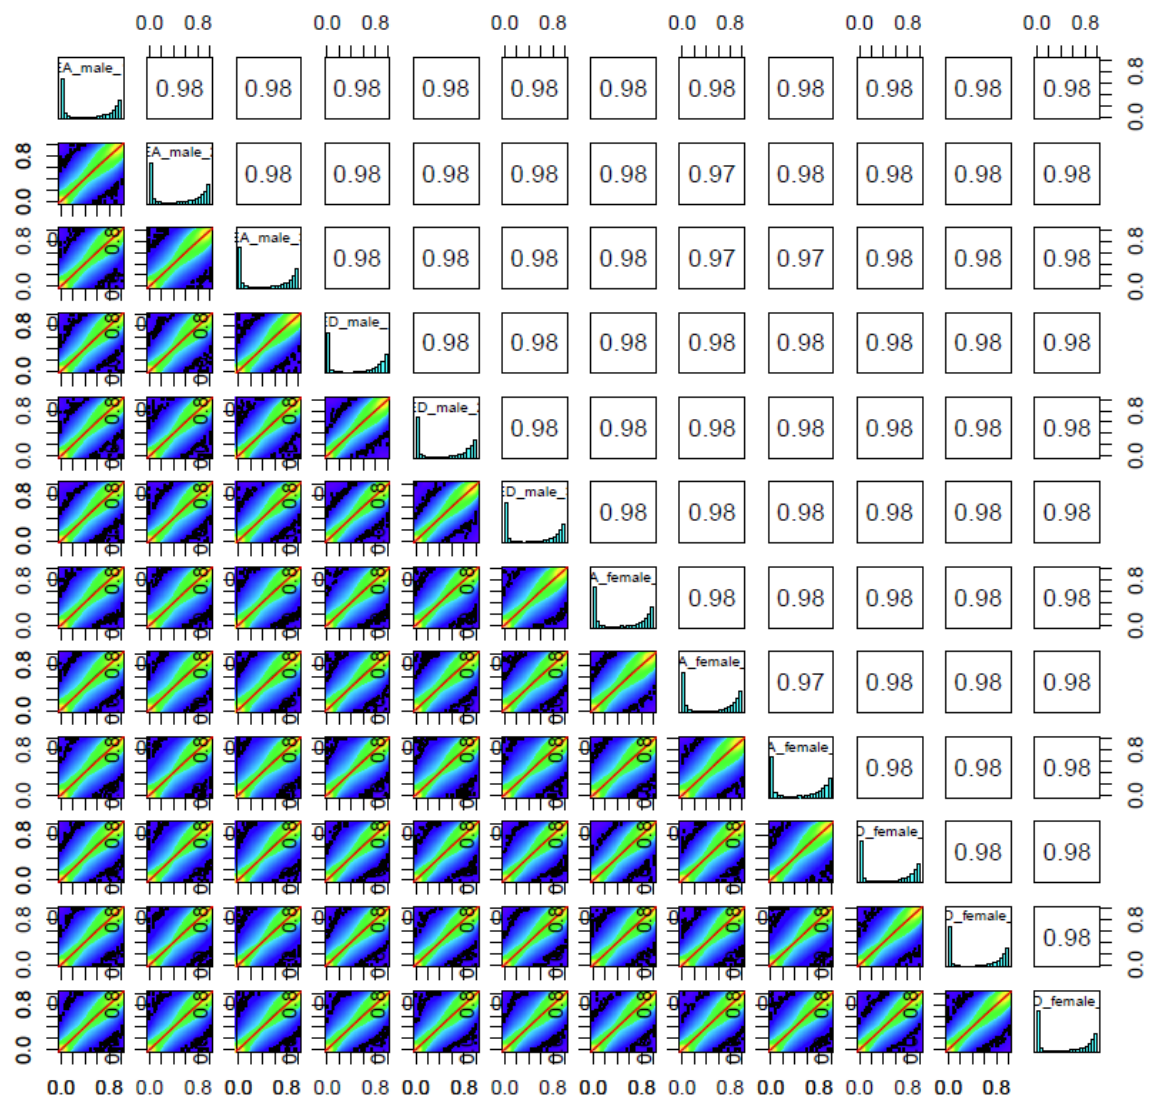

#### Additional File 1

Figure S1: Correlation matrices and corresponding correlation coefficients for each liver RRBS dataset.

How the deposited data were processed for this re-analysis (not part of the article)

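The study measured DNA methylation by enhanced RRBS in liver of 6 male and 6 female C57BL/6J mice and in brain and heart of 3 males and 3 females each, 24 libraries in all, at 24 weeks of age. Libraries were made, sequenced and mapped by a sequencing service with proprietary methods. The authors reformatted the calls and processed them with methylKit version 0.99.2 into tiles of 100 bp, kept tiles covered by more than 10 reads in each replicate sample and below the 99.8th percentile of coverage, and called gender DMTs at a q-value of 0.01 or less and a difference of at least 25 percentage points. For each tissue they deposited a table with the position of each tile on mm10 and a methylation level as a fraction between 0 and 1 per library, without read counts or coverage.

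The columns of levels are named by running numbers, which match no mouse number and no sample list in the paper, its supplementary tables or the labels. None of these 24 columns was used in any step. The comparisons of male and female levels that had been planned, with limma, principal components, clustering and an interaction of gender and tissue, were therefore not run. Correlations between liver libraries and principal components over all tissues need only the tissue of each column, but they were not run either. The planned check of the labels on the X chromosome was not run either, since the tables used hold autosomal tiles only. Mouse numbers 75538 and 75541 carry opposite genders in liver and in brain and heart, and each library was counted under its own label. The read depth per library and tile is unknown, so no measure of the precision of a level could be given. Intervals on shares of tiles are Clopper-Pearson intervals at 95%, they cover counting error only, and they treat tiles as independent.

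What was used are the tile start and end positions that the authors deposited, and the DMTs of Tables S1 to S7 with the paper's differences, p-values and q-values. Positive differences in these tables stand for higher methylation in females. The deposited tables held 819713 liver tiles, 942643 brain tiles and 930358 heart tiles, on autosomes only. Positions were checked against mm10 by the share of tiles that contain a CpG, which was 99.8% in liver, 99.9% in brain and 99.9% in heart, against 55.2%, 55.0% and 55.1% for tiles moved by 100000 bp.

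CpGs, GC content and soft-masked repeats of each tile were read from the mm10 sequence. CpG islands were called by a running score (17 for a CpG and -1 for any other base) on repeat-masked sequence, with a length above 200 bp, a GC content of at least 50% and an observed to expected CpG ratio above 0.6, and shores extended 2000 bp from an island. The island calls of the paper's annotation were not used here. Genes were 43783 curated RefSeq transcripts on autosomes, with promoters of 1000 bp upstream of the transcription start, and each tile was given to the first of promoter, coding sequence, other exon, intron and intergenic that it touched. DMTs were set against all tiles of the deposited table of their tissue with two-sided Fisher's exact tests, directions were tested with exact binomial tests, and overlaps between tissues with one-sided hypergeometric tests over the tiles present in both tables. A tile was called repeat-masked when at least 50 of its bases were soft-masked. For the DMTs and for 5000 random tiles per tissue, the number of exact copies of each 31-mer was counted over chromosomes 1 to 19, X and Y on both strands, and a tile with more than 50% of its 31-mers present more than once was called multi-copy. Exact matching leaves out diverged copies, and how reads with several matches were treated in the mapping is not stated in the paper's text.

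Tiles named in the text follow a rule set before the data were examined, as far as it could be applied: the tile with the smallest q-value in each tissue's list, the tiles listed in both liver and brain, and the 2 of the 11 tiles listed in both brain and heart with the largest mean absolute difference. Further parts of the rule needed male and female levels and were not applied. One of the tiles listed in both liver and brain is not reported here. Alternatives set before the data were examined and run were a promoter of 2000 bp and the counting of tiles within 100 bp as shared. Alternatives chosen after seeing the data were a difference of at least 35 points, a q-value of 1e-04 or less, tiles present in all 3 tables, merging of adjoining tiles with the same direction, islands called on unmasked sequence, a promoter of 1000 bp on both sides, the GENCODE M21 gene set with 75763 transcripts, and backgrounds of 10000 draws matched on CpG number.

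The functions were tested on simulated data. In 200 draws of 1093 of the 819713 liver tiles with introns over-represented at an odds ratio of 2, the median odds ratio returned was 2.02 and 100% of the draws were called at 0.05, against 4% of draws without over-representation. Tiles were drawn singly, whereas 237 of the 1093 liver DMTs adjoined another. The 4% therefore does not hold for lists with adjoining tiles. A planted overlap of 10 tiles, 50 planted adjoining pairs, 20 planted CpG islands and 70 planted copies of 31-mers were all recovered. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.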

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

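Of the tests below, the female share at a stricter q-value was chosen only after its result was seen, and all alternatives named were added after seeing the data.

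The share of DMTs with higher methylation in females differed between tissues. Liver lay above brain by 11.5 percentage points (two-sided Fisher's exact test, p = 8.3e-13) and above heart by 37.4 points (p = 3.5e-25), and brain lay above heart by 26 points (p = 2.4e-10). All tests on these shares treat tiles as independent and do not measure variation between mice. One technical explanation for the liver and brain difference is that brain DMTs with larger q-values include false calls of either direction. Among DMTs with a q-value of 1e-04 or less, 83.5% of the brain DMTs and 89.9% of the liver DMTs were higher in females, and these shares still differed (p = 0.00073, Fisher's exact test), which argues against larger q-values as the whole cause. The difference between those shares was 6.39 points, smaller than over all DMTs. False calls among the DMTs with smaller q-values stay open, since the filter leaves these in. For heart, sequence present in many copies was tested. Among the 72 heart DMTs not made mainly of multi-copy 31-mers, 54.2% were higher in females, against 89.5% of the corresponding 995 liver DMTs (Fisher's exact test, p = 5.5e-13), which argues against multi-copy sequence as the whole cause. The number of libraries differs with the tissue, 12 in liver and 6 in brain and in heart. Mice 75538 and 75541 carry one gender in liver and the other in brain and heart, so a wrong label in any of these tissues also stays open. Neither could be tested without a key from columns to mice. A difference between the tissues themselves also stays open, untested.

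Adjoining DMTs were more frequent in liver. Among DMTs with a covered neighbouring tile, the share that adjoined another DMT in liver lay 28.4 points above that in brain (p = 1.1e-40, Fisher's exact test) and 30.7 points above that in heart (p = 1.3e-12). The number of DMTs and of covered neighbours did not account for this, since 237 liver DMTs adjoined another one and the most in 1000 random draws was 8. The size of the differences did not account for it either. Weighted to the absolute differences of the brain DMTs, 24.3% of the liver DMTs with a covered neighbour adjoined another DMT (95% bootstrap interval 20.8 to 28.0%), against 4.36% in brain (Clopper-Pearson interval 2.81 to 6.41%). The numbers of libraries, the unknown read depth and a wrong gender label of mice 75538 and 75541 stay open as technical explanations. A difference between tissues stays open as a biological one.

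Repeat-masked sequence was more frequent among the heart DMTs. The share of DMTs with at least 50 repeat-masked bases differed by -38.3 points in liver minus heart (p = 8.7e-21, Fisher's exact test) and by -40.2 points in brain minus heart (p = 7.5e-23). CpG density did not account for it. The heart DMTs had a share of 57.9%, and the highest share in 10000 draws of heart tiles matched on CpG number was 40.0%. Coverage in heart alone did not account for it, since among tiles in all 3 tables 51.0% of the heart DMTs and 20.0% of the tiles were repeat-masked (Fisher's exact test, p = 1.3e-06). Reads shared between copies of a repeat are a candidate explanation that the data left standing. Of the repeat-masked heart DMTs, 78.6% were made mainly of multi-copy 31-mers, against 59.5% of other repeat-masked heart tiles (Fisher's exact test, p = 0.00048). Over all heart DMTs the share of multi-copy tiles was 50.3%, against 16.5% of other heart tiles (Fisher's exact test, p = 3.0e-20), while in liver it was 8.97% against 12.9%. A further candidate is reads from copies on the sex chromosomes. Among multi-copy tiles with at most 100 copies, 60% of the heart DMTs (6 of 10) and 57.0% of other heart tiles (61 of 107) had a 31-mer on X or Y (p = 1.0, Fisher's exact test), and 10 DMTs are too few to decide. Methylation of repeats that differs between genders in heart was not tested.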

How the results depend on the processing

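Unless said otherwise, the alternatives below were chosen after seeing the data. Of 219 values recomputed under an alternative, 179 kept their direction and their side of the threshold or stayed within the range allowed for counts and shares. The alternatives set before the data were examined were a promoter of 2000 bp and the counting of tiles within 100 bp as shared, and under them none of the shares or counts changed in this sense. The female share of the DMTs stayed on its side of the threshold in liver, brain and heart under each alternative, between 89.3 and 93.9% in liver, 78.1 and 83.5% in brain, and 51.0 and 60.6% in heart. The depletion of DMTs from CpG islands and promoters in liver, and from CpG islands in brain, held under each alternative run. None of these alternatives matched the tiles on methylation level.

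With only DMTs of at least 35 points, 1.28% of the brain DMTs lay in promoters (p = 0.065, Fisher's exact test), 38.5% in introns (p = 0.73) and 46.2% were intergenic, the last now above the share of all tiles (p = 0.73). The share of brain DMTs in coding sequence rose to 12.8%, above that of all tiles (Fisher's exact test, p = 0.33), and the share in repeat-masked sequence to 38.5%, above that of all tiles (p = 0.014). In heart, 0% of these DMTs lay in CpG islands (Fisher's exact test, p = 0.069) and 0% in promoters (p = 0.17), and 0 DMTs were shared by liver and brain, while 2 were shared by brain and heart. This setting leaves 78 brain and 33 heart DMTs. With a q-value of 1e-04 or less, 35.9% of the brain DMTs were intergenic (Fisher's exact test, p = 0.00065), now past the threshold, and 11.5% lay in coding sequence (p = 0.20), the latter above all tiles. In heart, which keeps 42 DMTs, 2.38% lay in CpG islands (Fisher's exact test, p = 0.18), 2.38% in promoters (p = 0.53), 40.5% in introns, now above all tiles (p = 0.63), and 57.1% were intergenic (p = 0.088). Among tiles in all 3 tables, 3 DMTs were shared by brain and heart, out of 49 heart DMTs.

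With the GENCODE gene set, 33.2% of the liver DMTs were intergenic, now past the threshold (Fisher's exact test, p = 0.0040). With a promoter of 1000 bp on both sides, 2.20% of the liver DMTs (Fisher's exact test, p = 0.37) and 2.61% of the brain DMTs (p = 0.063) lay in other exons and 34.5% of the heart DMTs in introns (p = 0.79), each above the share of all tiles rather than below it. Against backgrounds matched on CpG number, the difference between DMTs and tiles in other exons was 0.230 points in liver (p = 0.68, n = 1093) and 0.525 points in brain (p = 0.34, n = 957), and in coding sequence 0.50 points in brain (p = 0.58), each with the opposite sign to the unmatched difference and none past the threshold. The intergenic differences became larger against these backgrounds, -6.18 points in liver and -5.15 points in brain, both past the threshold. In coding sequence, the depletion of heart DMTs was no longer past the threshold at 35 points (Fisher's exact test, p = 0.071), among tiles in all 3 tables (p = 0.17), with a promoter of 1000 bp on both sides (p = 0.16), with the GENCODE gene set (p = 0.064) and against the background matched on CpG number (p = 0.0504 from the draws), and that of brain DMTs was not among tiles in all 3 tables (p = 0.054), with a promoter of 1000 bp on both sides (p = 0.58) and with the GENCODE gene set (p = 0.085). The cause of these changes was not tested. The stricter settings leave smaller numbers of DMTs, and whether these numbers account for any of the changes was not tested either.

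No paired analysis was possible because the columns of levels carry no mouse number. For the same reason, many alternatives set before the data were examined were not run. They concerned the value scale, the variance prior, the tile filter, the adjusted p threshold and tests without a model. Others concerned left-out libraries, gender labels, series of mouse numbers, clustering and interactions. Alternatives on principal components, correlations and variation between mice were also not run, although some of them need only the tissue of each column. The alternative difference of 15 points was not run because the paper's lists start at 25 points, and a coverage minimum of 20 reads because no coverage is given. The read depth is unknown and limits the weight of every single tile, and the small number of heart DMTs limits the precision of the heart shares.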

Differences from the paper's values

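The number of DMTs between females and castrated males that are also among the 1093 liver DMTs is 4 in the paper. No tile of Table S3 is listed in Table S1, and none lies within 100 bp of one, the alternative that was set before the data were examined, so both counts are 0. Table S3 shares 4 tiles with Table S2, the list from the earlier liver data, and therefore 4 with the 1128 tiles of Tables S1 and S2 together, which is the comparison that the legend of Fig. 2d describes. This comparison was made after the values were seen.

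The paper states that the muscle and spleen DMTs are exclusive to each other. Tables S6 and S7 share 1 tile, on chromosome 3 from 26944601 to 26944700, which was singled out after its values were seen. The paper's discussion gives a larger number of DMTs between females and castrated males than the 228 of Table S3, and larger numbers of DMTs in brain and heart than the 957 of Table S4 and the 145 of Table S5.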

Other observations

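Of the tests below, the one of chance overlap was chosen only after its result was seen.

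The 11 DMTs shared by brain and heart had the same direction in both tissues (two-sided exact binomial test on directions, p = 0.00098), 10 of them higher in females, and none is listed in liver although 5 are in the liver table. Of the 11, 9 lie in tiles present in both the brain and the heart table, and over those tiles 0.109 shared DMTs were to be expected, which argues against chance overlap for these 9. Reads shared between copies of a repeat are a candidate explanation, as a hypothesis: 11 of the 11 tiles were made mainly of multi-copy 31-mers, against 50.3% of all heart DMTs and 13.0% of all brain DMTs, and 7 of the 11 were repeat-masked. Brain and heart came from the same mice, so a difference between single mice that is shared by their tissues also stays open, as does a gender difference common to both tissues, and neither was tested.

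DMTs of brain and heart were found more often than other tiles outside the liver table. Of the brain DMTs present in the brain table, 32.3% were not in the liver table, against 17.7% of all brain tiles (two-sided Fisher's exact test, p = 1.4e-27), and in heart the shares were 61.4% and 16.9% (p = 4.9e-32). Repeat-masked sequence did not account for this. Among tiles outside repeat-masked sequence the shares were 26.1% and 11.7% in brain (Fisher's exact test, p = 1.7e-28) and 53.4% and 11.5% in heart (p = 8.8e-15). Low coverage is a candidate explanation for brain. At like absolute differences, the median -log10 of the paper's p-value was higher by 1.85 for brain DMTs inside the liver table than for those outside it (10000 permutations, p = 0.0001, the smallest they can give). Coverage itself is not in the deposited tables, and for heart this was not tested.

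The lists made in the paper from the earlier study's data were set against the deposited positions. Of the 228 tiles of Table S3, 143 or 62.7% (95% Clopper-Pearson interval 56.1 to 69.0%) were in the liver table, and of the 83 tiles of Table S2, 73 or 88.0%. Of the 354 muscle tiles of Table S6, 322 or 91.0% were in the heart table, and of the 48 spleen tiles of Table S7, 36 or 75.0%. The paper's statements that almost all tiles of those data were represented concern all tiles and not the DMTs alone. Table S3 shares 4 tiles with Table S2, and at all 4 the paper's differences have the same sign. Table S3 also shares 6 tiles with Table S6, and at 5 of them the paper's differences have opposite signs. It shares 2 tiles with Table S7, both with opposite signs, and 1 tile with Table S5, with opposite signs. The tile on chromosome 3 from 26944601 to 26944700, named after its values were seen, is listed at 50.2 points in Table S3, -45.9 points in Table S6 and -25.1 points in Table S7, and is in neither the liver nor the heart table. Of the 48 tiles shared by Tables S1 and S2, all 48 had the same direction.

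Of the tiles listed by the paper, 6 brain DMTs and 5 heart DMTs were absent from the deposited table of their own tissue, among them 2 of the 11 tiles shared by brain and heart. No explanation was tested.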
